A study of Homo sapiens with 7 samples.

How the data were processed

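Bulk messenger RNA sequencing was available for 7 libraries of HEK293 cells that stably carry membrane-bound KL, 3 given vehicle and 4 given FGF23 at 50 ng/mL, all collected after 4 h. The deposited table holds counts, which the authors left unnormalised: whole-number counts per gene for 66738 gene records on hg38, with gene type, coordinates and summed exon length. Per the file headers the length column is in another unit, bases. The labels name bcl2fastq, STAR 2.7.2a, featureCounts of Subread 2.0.1 and edgeR 3.20.8. The annotation release, the strand setting and the handling of reads with several alignments are not given in the sources used here. Values of genes with near-identical copies, such as HSP90AB1, YWHAZ, RPL27, KRT8 and HIST1H2AC, and of MT-ND6 and antisense transcripts therefore carry an uncertainty that was not measured. Gene symbols present on more than 1 record (2248) were matched to the record on the reference chromosomes, and 6135 records lie on other sequences.

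Library totals were 49040167, 69650769 and 47202587 counts for vehicle and 49622615, 63673827, 46932930 and 59900335 counts for FGF23. Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr, scaled by TMM factors and tested with the quasi-likelihood F test for FGF23 against vehicle. The Benjamini-Hochberg threshold was 0.05 over the 17891 genes tested. Standard errors are the size of the log2 fold change divided by the square root of F, and CPM are TMM-normalised. The common biological coefficient of variation was 0.117. For named genes with at most 40 vehicle counts, ratios of summed counts have exact binomial 95% intervals, and a group at 0 counts was set to a floor of 3 counts over the group. Library measures were compared by two-sided exact permutation over the 35 splits of 7 libraries into 3 and 4.

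Before the data were examined, 25 gene lists, the comparison, the alternatives and the rule for named genes were fixed. The rule named KL, EGR1, FOS, DUSP6, SPRY4, HBEGF, CYP24A1 and CYP27B1. It added the 10 largest increases and 6 largest decreases among genes past the threshold, at 1 CPM or more on average and with groups that did not overlap. It further took the 3 members with the smallest p of each list called by camera, 1 member of each other list, and the 3 smallest p of all. Other genes in the text are examples from the lists or from gene families, chosen after their values were seen. Values of some individual list members are not reported here. Lists with at least 5 tested members were tested with camera of limma 3.58.1 on log2 CPM (prior count 2) with a preset correlation of 0.01, and beside it with an estimated correlation and with fry, whose p asks whether the members move 1 way on balance.

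Alternatives were relative log expression and upper quartile factors, DESeq2 1.42.0, limma-voom, robust quasi-likelihood, no filter, a filter of 1 CPM in 3 libraries, thinning to equal depth, glmTreat against 1.2-fold, the mitochondrial genes left out and each library left out. A replicate block, the number in the titles as a factor, was also fitted. Whether the numbers pair the samples was checked on deviations from the group mean, across genes, which are not independent replicates. Vehicle and FGF23 libraries with the same number correlated at 0.311, 0.512 and 0.128, and those with different numbers at -0.389 to 0.118, so the lowest same-numbered value lies close to the highest of the others. All same-numbered values passed 0.1, the bound set for pairing, and the blocked values are given where they change a call or move a count by over 1.5 times. Alternatives added after seeing the data were leaving out both libraries numbered 2, scaling to the ribosomal protein genes, a GC content offset with the replicate block, and the reference chromosomes alone. GC content came from GENCODE release 29 and covered 97.9% of tested genes.

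The tests were tried on simulated data of 4 against 3 libraries, where edgeR recovered 56% of genes changed 1.5-fold and 79% of those changed 2-fold, with 11 false calls of 146. DESeq2 recovered 71% and 84%, with 34 false calls of 189. camera found the changed list and called 0 of 24 random lists. Random lists need not carry the correlation between members of the real lists, estimated at -0.0413 (interferon stimulated genes) to 0.863 (ribosomal protein genes). The simulation therefore does not bound false calls for correlated lists. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.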

Results

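Messenger RNA was sequenced from HEK293 cells, a human embryonic kidney line, that stably carried membrane-bound KL (klotho), the co-receptor with which FGF receptors bind the hormone FGF23. The cells received recombinant FGF23 at 50 ng/mL or an equal volume of saline buffer, the vehicle, and were collected after 4 h. The comparison asked which transcripts FGF23 changes in a kidney cell line that can sense it. It rested on 3 vehicle and 4 FGF23 libraries, and a further vehicle library that the design text implies was not analysed here. The libraries held 46932930 to 69650769 gene counts, and mean depth differed between the groups by less than the spread between libraries (two-sided exact permutation p = 0.971 over 35 splits). The labels do not say that libraries of a group came from separate cultures, so the p-values measure the spread between these libraries, which may be technical.

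The groups separated on the first principal component of log2 CPM, normalised counts scaled to a common library size, which held 64.9% of the variance. The second component, with 15.5%, set the libraries numbered 2 of both groups apart from the others. Pearson correlations across genes were 0.990 to 0.995 within groups and 0.973 to 0.979 between them. Mitochondrially encoded genes took 6.97 ± 0.598% of counts in vehicle libraries (SD, n = 3) and 6.37 ± 0.627% in FGF23 libraries (SD, n = 4; two-sided exact permutation p = 0.229). That permutation does not use the replicate numbers. The share was lower with FGF23 in each same-numbered pair, from 7.07 to 6.21% (numbered 1), 6.32 to 5.62% (numbered 2) and 7.51 to 7.13% (numbered 3). These are shares of unscaled counts. After TMM scaling the 13 listed mitochondrial genes had a median log2 fold change of 0.03. The normalisation factors were 1.07 ± 0.0160 and 0.952 ± 0.0128 and did not overlap (two-sided exact permutation p = 0.0286, the smallest that 35 splits allow).

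**Figure D1:**
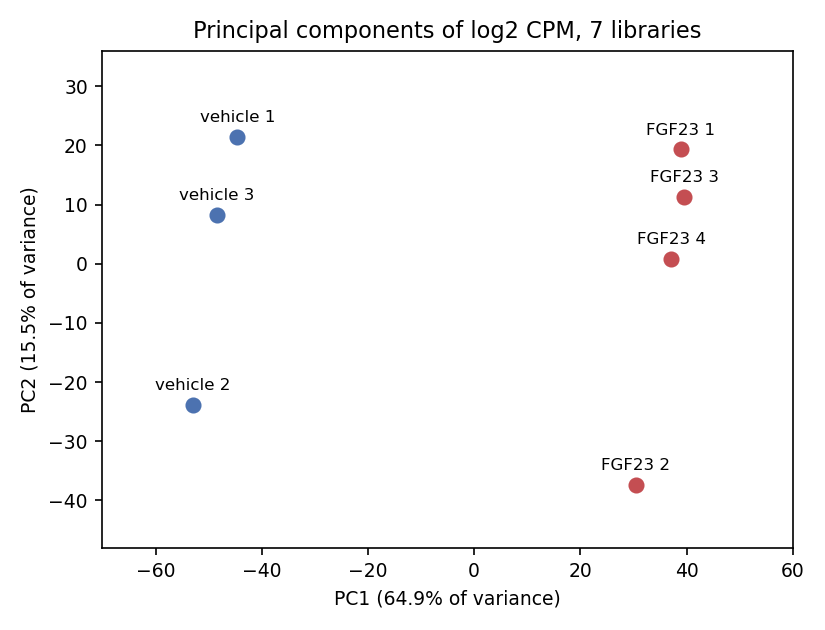
First and second principal components (arbitrary units) of log2 CPM over the genes tested, with a point for each of the 7 libraries, vehicle in blue and FGF23 in red. Vehicle libraries lie on the left and FGF23 libraries on the right of the first component (64.9% of the variance), and the libraries numbered 2 lie lowest on the second (15.5%).

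FGF23 changed a large part of the transcriptome within 4 h. Of 17891 genes tested, 7037 changed at an edgeR adjusted p under 0.05, with 3404 higher and 3633 lower. Among these, 639 rose and 893 fell more than 2-fold. When genes needed 1 CPM in 3 libraries, a filter that tests fewer genes, the 639 became 460 and the 893 became 460. The libraries of the groups did not overlap for 7945 genes, where chance would give 5.71% of genes. The balance of higher and lower calls depended on how libraries were scaled: upper quartile factors gave 2559 higher and 4715 lower, and scaling to ribosomal protein genes gave 1932 higher and 3757 lower. Protein-coding genes moved both ways, with 3089 higher and 2719 lower of 13642. Of 2622 long noncoding RNA genes 762 fell and 182 rose, the others did not pass, and their median log2 fold change was -0.38. Low abundance genes of both types had lower medians than abundant ones. The protein-coding median ran from -0.33 at or under a log2 CPM of -1 to 0.171 over 7.

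**Figure D2:**
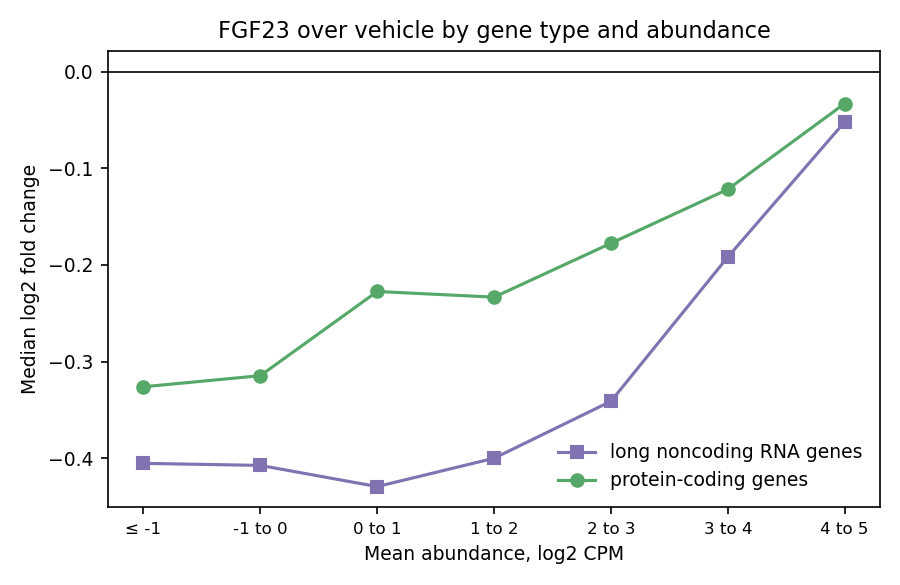
Median log2 fold change (FGF23 over vehicle) of long noncoding RNA genes (purple squares) and protein-coding genes (green circles) in bins of mean log2 CPM that hold at least 20 genes of each type. Among genes at or under a log2 CPM of -1 the medians were -0.41 and -0.33, and both approached 0 in the most abundant bin shown (4 to 5). In the more abundant bins, not shown, the protein-coding medians were 0.0630 to 0.171.

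Among 8 genes chosen in advance, the immediate early and ERK feedback genes changed most. EGR1 (ENSG00000120738.8; hg38 chromosome 5, 138465479 to 138469303), a transcription factor induced by growth factors, rose from 1.51 ± 0.172 CPM (SD, n = 3) to 865 ± 68.3 CPM (SD, n = 4), a log2 fold change of 9.15 ± 0.13 (SE; edgeR adjusted p = 3.74e-10). FOS (ENSG00000170345.10; chromosome 14, 75278826 to 75282230), a subunit of AP-1, rose from 0.301 ± 0.0698 to 45.4 ± 6.04 CPM, or by 7.19 ± 0.18 log2 units (edgeR adjusted p = 1.61e-08). DUSP6 (ENSG00000139318.8; chromosome 12, 89347235 to 89352501), a phosphatase that inactivates ERK, rose by 6.35 ± 0.21 log2 units from 0.336 ± 0.157 to 28.8 ± 2.45 CPM (edgeR adjusted p = 8.56e-08). SPRY4 (ENSG00000187678.9; chromosome 5, 142310427 to 142326455), an inhibitor of receptor tyrosine kinase signalling, went from 22 counts over all vehicle libraries to 6947 counts over all FGF23 libraries. That is a depth-corrected ratio of 267, with a 95% counting interval of 176 to 426 (fitted log2 fold change 8.04 ± 0.30, edgeR adjusted p = 1.62e-07). The fitted value was 8.71 without vehicle 3, which held 12 of the 22 counts, and 7.47 without vehicle 2. HBEGF (ENSG00000113070.8; chromosome 5, 140332843 to 140346603), a ligand of the EGF receptor, rose from 5.55 ± 0.365 to 17.9 ± 0.976 CPM, or by 1.69 ± 0.09 log2 units (edgeR adjusted p = 1.35e-06).

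The vitamin D enzymes stood at low levels in both groups. CYP24A1 (ENSG00000019186.10; chromosome 20, 54153446 to 54173986), which inactivates vitamin D, rose from 0.737 ± 0.0949 to 2.28 ± 0.429 CPM (log2 fold change 1.62 ± 0.20, edgeR adjusted p = 2.43e-04). CYP27B1 (ENSG00000111012.10; chromosome 12, 57762334 to 57768986), which makes active vitamin D, also rose, from 1.25 ± 0.254 to 2.44 ± 0.760 CPM (log2 fold change 0.98 ± 0.26, edgeR adjusted p = 0.0154), with overlap between the groups' libraries. KL itself (ENSG00000133116.8; chromosome 13, 33016423 to 33066143) stood at 1661 ± 310.5 CPM in vehicle and 2980 ± 192 CPM in FGF23 libraries, a rise of 0.84 ± 0.12 log2 units (edgeR adjusted p = 5.25e-04). The count table has a single KL row, so counts from the introduced and the native gene are not told apart.

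**Figure D3:**
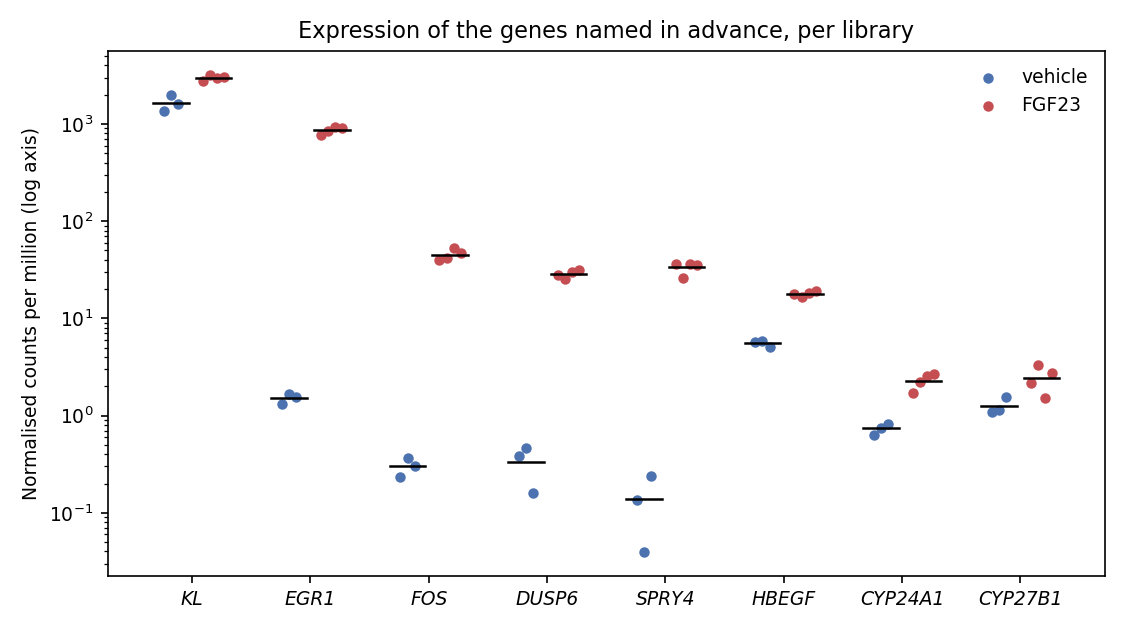
Normalised CPM on a log axis for the 8 genes chosen in advance (x axis), with a point per library (vehicle in blue, n = 3; FGF23 in red, n = 4) and a black line at each group mean. FGF23 libraries lie above vehicle libraries for KL, EGR1, FOS, DUSP6, SPRY4, HBEGF and CYP24A1, and the groups overlap for CYP27B1.

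Immediate early genes, which growth factors induce without new protein synthesis, rose almost as a whole. Of 31 tested members of the list, 27 rose and 0 fell by edgeR, and DESeq2 and limma-voom gave the same counts. At an unadjusted p under 0.05, 28 rose and 0 fell. Besides EGR1 and FOS, EGR3 rose by 8.39 ± 0.16 log2 units (edgeR adjusted p = 3.22e-09), EGR2 by 5.79 ± 0.13 (edgeR adjusted p = 9.76e-09) and ARC, a cytoskeleton-associated early gene, by 6.64 ± 0.18 to 291 ± 50.8 CPM (edgeR adjusted p = 2.98e-08). The 4 members that did not pass were IER5, IER5L, MYC and KLF2, and MYC had a log2 fold change of 0.33 (edgeR adjusted p = 0.0979). The camera adjusted p of the list was 7.01e-20 with the preset correlation, and the adjusted p was 0.101 with an estimated correlation.

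Genes that ERK signalling induces, many of which restrain it, followed the same direction. In this list 20 of 24 tested members rose and 2 fell, and adjusted over the list alone 21 rose. The ETS factors ETV5 and ETV4 rose by 7.46 ± 0.16 and 5.95 ± 0.17 log2 units (edgeR adjusted p = 4.87e-09 and 3.26e-08), and SPRED2, an inhibitor of the pathway, rose from 12.4 ± 0.961 to 77.1 ± 2.28 CPM (edgeR adjusted p = 2.98e-08). The members that fell were IL17RD, by 0.39 log2 units, and EPHA4, by 0.71. By camera the adjusted p was 4.38e-13, and 0.00938 with an estimated correlation. No other list kept its call with an estimated correlation. The estimate was -0.00452 for the ERK feedback list and -0.0413 for interferon stimulated genes, below the preset 0.01. Correlation between members therefore does not explain the larger p of these lists with the estimate. For the other lists that camera called, the estimate was 0.165 to 0.789. Counts adjusted over the list alone equalled those over all genes tested wherever no second count is given.

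The other genes with the largest increases encode secreted or membrane proteins and a muscle protein. KCNA1, a potassium channel, had 16 counts in all vehicle libraries together and 3549 in FGF23 libraries, a ratio of 188 with a 95% counting interval of 115 to 328. The metalloproteinase gene MMP10 rose with a ratio of 92.9 (67.5 to 131). Vehicle 2 held 28 of its 38 vehicle counts, and the fitted log2 fold change of 6.56 ± 0.35 became 7.63 without that library. SERPINB2, an inhibitor of plasminogen activation, had 4 vehicle counts and a ratio of 102 (39.6 to 376). XIRP1, which encodes an actin-binding muscle protein, had 0 vehicle counts and 508 FGF23 counts and was at least 143-fold higher, with the floor at 3 counts over the group. The intervals and the floor cover counting error only. Among genes that fell, ZFP14, a zinc finger gene, went from 21.7 ± 1.47 to 3.16 ± 0.413 CPM (log2 fold change -2.77 ± 0.11, edgeR adjusted p = 3.04e-07). BMF, a pro-apoptotic member of the BCL2 family, went from 29.8 ± 4.15 to 4.15 ± 0.453 CPM (log2 fold change -2.85 ± 0.12, edgeR adjusted p = 3.88e-07). The remaining largest decreases were those of IFIT1 (-2.52 ± 0.17), SRGAP3 (-2.47 ± 0.22), FAXDC2 (-2.34 ± 0.39) and TRERF1 (-2.19 ± 0.13).

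Genes of the FGF23 receptor complex and its early signalling went both ways, with 7 of 22 tested members higher and 3 lower. FGFRL1, an FGF receptor that lacks the kinase domain, rose from 22.4 ± 0.771 to 56.9 ± 2.44 CPM (log2 fold change 1.34 ± 0.06, edgeR adjusted p = 7.07e-07). FGFR1 rose by 0.43 log2 units (edgeR adjusted p = 7.06e-04). The transcript of FGF23 itself fell by 0.97 log2 units (edgeR adjusted p = 0.00596), and GAB1 and MAPK3 fell by 0.44 and 0.27. With the replicate number as a block 5 members fell, and with a GC content offset and the block 12 rose and the list was called (camera adjusted p = 0.0401). This list had a camera adjusted p of 0.0911, and the adjusted p was 0.498 with an estimated correlation.

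EGF receptor ligands and the plasminogen system had 9 of 20 tested members higher and 3 lower, 5 with the replicate block. AREG and NRG1, further ligands of the EGF receptor family, rose by 5.46 and 2.76 log2 units (edgeR adjusted p = 8.56e-06 and 3.64e-05). The integrin gene ITGA2 fell from 49.6 ± 2.77 to 20.6 ± 0.678 CPM (log2 fold change -1.26 ± 0.07, edgeR adjusted p = 1.08e-06), and ERBB3 and ERBB2 fell by 0.93 and 0.26. The list was not called (camera adjusted p = 0.0668, adjusted p = 0.650 with an estimated correlation). The camera adjusted p passed without vehicle 2 (0.0320), vehicle 3 (0.0465) or FGF23 1 (0.0336). It also passed with upper quartile factors (0.0308), ribosomal protein scaling (0.0103) or no filter (0.00521).

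Vitamin D and phosphate genes had 8 of 18 tested members higher and 3 lower, 4 lower adjusted over the list alone. SLC20A1, a sodium-phosphate transporter, rose from 209 ± 4.30 to 387 ± 10.2 CPM (log2 fold change 0.89 ± 0.06, edgeR adjusted p = 4.29e-06). VDR, the vitamin D receptor, rose by 1.02 log2 units (edgeR adjusted p = 7.63e-05). LRP2 and CUBN, endocytic receptors of the proximal tubule, fell by 0.84 and 0.99, and CYP2R1 by 0.32. The number that fell was 5 without FGF23 2, with upper quartile factors or with the replicate block, and 1 without FGF23 1, FGF23 3 or FGF23 4. The list was not called (camera adjusted p = 0.113, adjusted p = 0.650 with an estimated correlation), but was with no filter (camera adjusted p = 0.0204).

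Targets of ATF4 and the unfolded protein response, which act in amino acid supply and protein folding, rose in 19 of 25 tested members and fell in 0 by edgeR. Adjusted over the list alone 20 rose, and 0 fell at an unadjusted p under 0.05 or by DESeq2 or limma-voom. DDIT3 rose from 5.36 ± 0.464 to 27.7 ± 4.78 CPM (log2 fold change 2.37 ± 0.15, edgeR adjusted p = 4.01e-06), CEBPG by 1.29 ± 0.17 (edgeR adjusted p = 3.13e-04) and the chaperone gene DNAJB9 by 1.02 ± 0.08 (edgeR adjusted p = 1.19e-05). ATF4 rose by 1.04 log2 units (edgeR adjusted p = 0.00684). The camera adjusted p was 3.98e-07, and the adjusted p was 0.650 with an estimated correlation.

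Ribosome biogenesis and MYC target genes rose in 20 of 26 tested members and fell in 1, CAD, which encodes a pyrimidine synthesis enzyme. Adjusted over the list alone 22 rose, and with scaling to ribosomal protein genes 11 rose. With the replicate block 2 fell. RRP12 rose from 44.1 ± 6.62 to 104.6 ± 9.003 CPM (log2 fold change 1.25 ± 0.11, edgeR adjusted p = 2.68e-05), POLR1B, a subunit of RNA polymerase I, by 0.69 ± 0.09 (edgeR adjusted p = 2.92e-04) and RCL1 by 0.58 ± 0.07 (edgeR adjusted p = 1.57e-04). By camera the adjusted p was 4.01e-06, and the adjusted p was 0.650 with an estimated correlation.

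In the list of G1 to S genes, which act before and during DNA replication, 12 of 27 tested members rose and 0 fell by edgeR (0 at an unadjusted p under 0.05 and by DESeq2 or limma-voom), and 5 rose with scaling to ribosomal protein genes. RRM2, a subunit of ribonucleotide reductase, rose from 370 ± 28.5 to 1029 ± 79.9 CPM (log2 fold change 1.48 ± 0.09, edgeR adjusted p = 2.62e-06). CCNE2 rose by 0.94 ± 0.06 log2 units (edgeR adjusted p = 3.24e-06) and MCM10 by 0.68 ± 0.06 (edgeR adjusted p = 4.36e-05). This list had a camera adjusted p of 0.00458, and the adjusted p was 0.696 with an estimated correlation. Among 26 G2 and M genes 2 rose and 8 fell, including the mitotic kinesin gene KIF11, which went from 255 ± 17.9 to 189.6 ± 18.7 CPM (log2 fold change -0.43 ± 0.09, edgeR adjusted p = 0.00337). The number that fell was 4 without vehicle 1, vehicle 3, FGF23 3 or FGF23 4, and 5 without FGF23 2. With the replicate block 18 fell, and the list was called (camera adjusted p = 0.0171 against 0.113 without the block, adjusted p = 0.828 with an estimated correlation). It was also called without vehicle 2 (camera adjusted p = 0.0230) or FGF23 1 (camera adjusted p = 0.0181), and with no filter (camera adjusted p = 0.0462).

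Actin cytoskeleton genes and targets of SRF or YAP, factors that respond to actin and cell shape, rose in 12 of 24 tested members and fell in 1, AJUBA. Adjusted over the list alone 13 rose and 2 fell, and 3 fell with the replicate block or without FGF23 2. VCL and FHL2 rose by 1.02 ± 0.07 and 1.06 ± 0.07 log2 units (edgeR adjusted p = 4.19e-06 and 5.44e-06). FLNA, an actin cross-linker, rose from 824 ± 50.8 to 1361 ± 54.9 CPM (edgeR adjusted p = 5.61e-05). The camera adjusted p was 0.00177, and the adjusted p was 0.628 with an estimated correlation. Extracellular matrix and TGF-beta response genes rose in 11 of 27 tested members and fell in 5. TIMP3, an inhibitor of metalloproteinases, rose from 35.3 ± 1.72 to 120.6 ± 4.93 CPM (log2 fold change 1.77 ± 0.07, edgeR adjusted p = 1.45e-07), TGFB1 rose by 1.81 and BMP4 fell by 1.43. This list was not called (camera adjusted p = 0.0788, adjusted p = 0.650 with an estimated correlation), but was without vehicle 2 (camera adjusted p = 0.0320) or FGF23 4 (camera adjusted p = 0.0476), with ribosomal protein scaling (0.0381) and with no filter (0.0139).

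Interferon stimulated genes fell in 8 of 18 tested members and rose in 1. The antiviral gene IFIT1 went from 8.12 ± 1.51 to 1.42 ± 0.213 CPM (edgeR adjusted p = 5.28e-06), IFIT2 fell by 1.14 ± 0.20 log2 units (edgeR adjusted p = 0.00166) and STAT2 by 0.69 ± 0.12 (edgeR adjusted p = 0.00154). The number that fell was 4 without vehicle 3 and 5 without FGF23 4. By camera the adjusted p was 0.00721, and the adjusted p was 0.167 with an estimated correlation, which was -0.0413. Inflammatory and NF-kB genes went both ways, with 6 of 24 higher and 3 lower. The number that fell was 5 without FGF23 2 and 1 without vehicle 3, without FGF23 4 or by DESeq2. TNFRSF12A, the receptor of TWEAK, rose from 0.938 ± 0.1001 to 24.7 ± 2.73 CPM (log2 fold change 4.70 ± 0.14, edgeR adjusted p = 3.32e-08), and PTGS2 and CXCL8 rose by 4.18 and 2.41, whereas ICAM1 and BIRC3 fell by 1.21 and 0.88. The list was not called (camera adjusted p = 0.156, adjusted p = 0.696 with an estimated correlation). Of 20 tested p53 targets 5 rose and 9 fell. SESN1 fell from 100.4 ± 1.86 to 55.7 ± 3.18 CPM (log2 fold change -0.85 ± 0.06, edgeR adjusted p = 9.19e-06), GDF15 rose by 2.55 and CDKN1A by 0.79, and the list was not called (camera adjusted p = 0.343, adjusted p = 0.828 with an estimated correlation).

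The counts of 3 metabolic and stress lists moved with single libraries. Of 15 heat shock genes 6 rose and 1 fell, 7 rising adjusted over the list alone. HSPH1 and HSP90AB1 rose by 0.90 ± 0.23 and 0.33 ± 0.07 log2 units (edgeR adjusted p = 0.0120 and 0.00431), and DNAJB4 fell by 0.54 ± 0.09 (edgeR adjusted p = 0.00164). The number that rose was 14 with the replicate block, 11 without FGF23 2, 3 without vehicle 2 or FGF23 4, 2 without FGF23 3, 3 with upper quartile factors and 1 with scaling to ribosomal protein genes, where HSP90AB1 no longer passed (edgeR adjusted p = 0.0817). The camera adjusted p of 0.0232 became 0.0685 without vehicle 2 and 0.0531 without FGF23 3, and the adjusted p was 0.771 with an estimated correlation. Of 28 hypoxia and glycolysis genes 7 rose and 1 fell. NDRG1 rose from 262 ± 58.6 to 946 ± 127 CPM (edgeR adjusted p = 2.42e-05), VEGFA by 1.25 log2 units, and PFKFB4 fell by 1.31. With the replicate block 18 rose and 2 fell, and 4 rose without vehicle 1 or vehicle 3. This list had a camera adjusted p of 0.0522 without the block and 6.92e-04 with it, and the adjusted p was 0.828 with an estimated correlation. It passed without vehicle 2 (8.43e-04), FGF23 1 (0.0297) or FGF23 4 (0.00808). It also passed with upper quartile factors (0.0308), ribosomal protein scaling (0.0103), voom values (0.0392) or no filter, where 13 rose (0.00521). It did not pass without vehicle 1 (0.228), vehicle 3 (0.0602), FGF23 2 (0.246) or FGF23 3 (0.0552). The median log2 fold change of the hypoxia list, 0.198, became -0.00696 without FGF23 2.

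Cholesterol synthesis and uptake genes were split, with 5 of 23 higher and 5 lower (camera adjusted p = 0.783, adjusted p = 0.938 with an estimated correlation). INSIG1, which holds back sterol synthesis, rose from 225 ± 49.9 to 558 ± 87.5 CPM (edgeR adjusted p = 2.45e-04), and SQLE and MVK, which encode synthesis enzymes, fell by 0.66 and 0.92 log2 units. The number that fell was 9 with the replicate block, 8 without vehicle 2 and 3 without vehicle 1, vehicle 3, FGF23 1 or FGF23 4. With the GC content offset and the block 10 rose and 7 fell, and with ribosomal protein scaling 3 rose and 3 fell.

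Camera called no list of cell type markers, while fry called the kidney tubule markers (fry adjusted p = 0.00807). Of 8 kidney tubule markers 3 rose and 2 fell, with the keratin gene KRT8 up from 132 ± 6.86 to 313 ± 22.2 CPM (edgeR adjusted p = 2.97e-06) and the cadherin gene CDH1 down by 0.74 log2 units. The list's median was negative (-0.07) while camera pointed up (camera adjusted p = 0.658). The sign of this median depended on single libraries and on the filter. It was positive without vehicle 1, FGF23 1 or FGF23 3, and with 1 CPM in 3 libraries. It stayed negative without vehicle 2, vehicle 3 or FGF23 2. Of 12 neuronal markers 1 rose and 1 fell, with 2 and 4 under the replicate block. NEFM went from 2.02 ± 0.0987 to 0.846 ± 0.269 CPM (edgeR adjusted p = 0.00254; list camera adjusted p = 0.757). Of 10 fibroblast markers 0 rose by edgeR (1 at an unadjusted p under 0.05, 1 by DESeq2 and 0 by limma-voom) and 2 fell, PDGFRA by 1.56 ± 0.18 log2 units (edgeR adjusted p = 1.63e-04) and PDGFRB by 1.79, and 2 rose with the replicate block (list camera adjusted p = 0.579). Only 2 blood or endothelial markers, VWF and CD74, were expressed enough to be tested. VWF stood at 0.875 ± 0.174 and 0.646 ± 0.205 CPM (edgeR adjusted p = 0.241), and CD74 did not pass either.

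Lists kept as signs of RNA quality and of scaling were not called by camera over all libraries with the filterByExpr filter, TMM factors and no block. Of 13 mitochondrially encoded genes and 35 ribosomal protein genes 0 passed the edgeR test, DESeq2 or limma-voom, and 0 had an unadjusted edgeR p under 0.05. For the mitochondrial genes 1 rose with the replicate block, and their median log2 fold change of 0.03 became -0.06 with upper quartile factors (list camera adjusted p = 0.674). MT-ND6 had a log2 fold change of 0.21 ± 0.15 (edgeR adjusted p = 0.281). It passed with the replicate block (edgeR adjusted p = 0.0269), without FGF23 2 (edgeR adjusted p = 0.0172) and with no filter (edgeR adjusted p = 0.0484). Of the ribosomal protein genes 33 rose with the GC content offset and replicate block. With the block alone 21 rose, among them RPL27 (log2 fold change 0.14 ± 0.07, edgeR adjusted p = 0.147, and 0.00403 with the block). The median of the ribosomal protein genes, 0.08, became -0.01 with upper quartile factors, 0.132 without vehicle 2 and 0.0529 without vehicle 1. The camera adjusted p was 0.0932, and 0.00114 with the block, 0.00915 without vehicle 2, 0.0386 without FGF23 1 and 0.00973 without FGF23 4, and the adjusted p was 0.828 with an estimated correlation. Of 9 histone genes 1 fell (2 with the replicate block), HIST1H2AC (log2 fold change -0.73 ± 0.20, edgeR adjusted p = 0.0166), and it did not pass without vehicle 2 (edgeR adjusted p = 0.0681) or vehicle 3 (edgeR adjusted p = 0.0527). The histone list had a camera adjusted p of 0.439. Of 24 reference genes 5 rose and 1 fell, 12 rising with the block and 10 without FGF23 2. YWHAZ rose from 609 ± 60.8 to 981 ± 57.8 CPM (edgeR adjusted p = 2.33e-04), while GAPDH had a log2 fold change of -0.01. The median of the reference genes was 0.08, and -0.01 with upper quartile factors, 0.149 without FGF23 2 and 0.0759 without FGF23 1. Their camera adjusted p was 0.0788, with 0.0224 under the block, 0.0423 without FGF23 2 and 0.0231 with no filter. For this list the fry adjusted p was 0.0430, and the camera adjusted p was 0.650 with an estimated correlation.

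**Figure D4:**
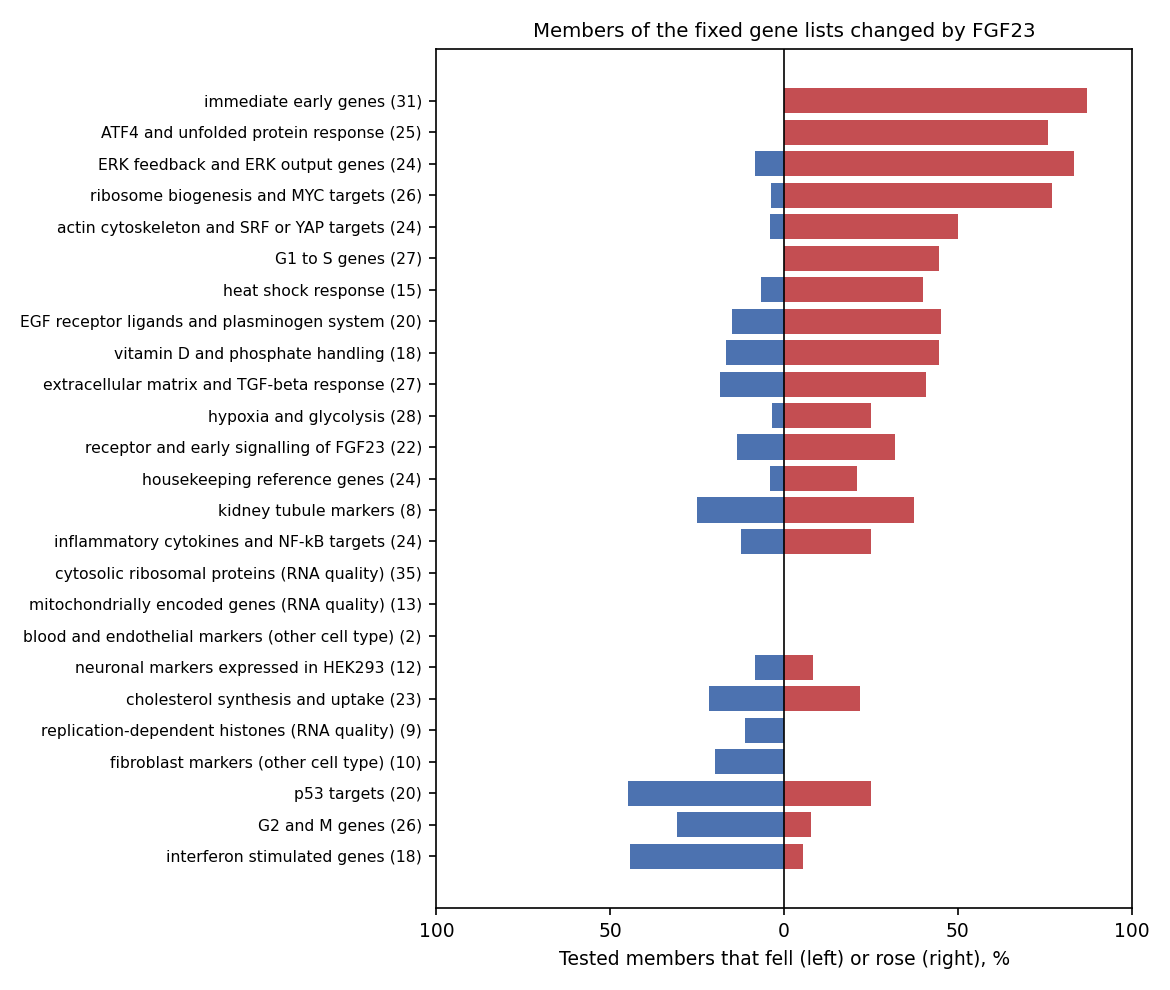
Share of tested members (%, x axis) of each of the 25 gene lists that fell (blue, left) or rose (red, right) at an edgeR adjusted p under 0.05, with the number tested in brackets on the y axis. Immediate early genes (27 of 31) and ERK feedback genes (20 of 24) had the largest shares that rose, and interferon stimulated genes (8 of 18) and p53 targets (9 of 20) the largest shares that fell.

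Of 24 lists with at least 5 tested members, camera with the preset correlation called 8, with 7 up and 1 down, and fry called 14. Besides the kidney tubule and reference lists, fry called the receptor (fry adjusted p = 3.10e-04) and EGF receptor ligand lists (0.00293), which camera did not. The same held for the vitamin D (0.00754), inflammatory (0.00560) and extracellular matrix lists (0.00286). Fry did not call the heat shock list (fry adjusted p = 0.164). With an estimated correlation 1 list was called. Lists were not matched on abundance, so whether abundance contributes to calls with small medians, such as G1 to S (0.165), was not tested. For the immediate early genes and the ERK feedback genes the real grouping gave the smallest camera p of all 35 groupings.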

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

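The test of a shared culture day or library batch was chosen only after the result was seen. Among the 4 FGF23 libraries, 9 of 66 values stood far from the other 3, with a gap to the nearest that took most of the range, where chance gives about 3.3 (1 in 20). The FGF23 library numbered 2 held 8 of them. SPRY4 was at 26.1 CPM in FGF23 2 against 35.8 to 36.5 in the others. KCNA1 was at 22.4 CPM against 13.8 to 15.2, and BMF at 3.48 against 4.35 to 4.45. DDIT3 was at 20.6 CPM against 29.7 to 30.3, and SRGAP3 at 3.51 against 1.957 to 2.05. YWHAZ was at 895 CPM against 998 to 1017, CEBPG at 161 against 256 to 266, and DNAJB4 at 10.99 against 13.3 to 13.7. KIF11 was at 217 CPM in FGF23 1 against 177 to 183.

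The libraries numbered 2 of both groups stood apart together, at -23.9 and -37.4 on the second principal component where the others lay at 0.832 to 21.5, and their deviations from the group means correlated at 0.512 across genes. Depth, which was highest in these libraries, was argued against as the whole cause, since the correlation was 0.483 after thinning to equal depth. The same held for GC content and gene length, with 0.514 after their trends were removed. A shared culture day or library batch stays open: the lowest correlation of a same-numbered pair was 0.128, little above the highest of differently numbered pairs (0.118), and no date or batch is given in the sources used here, so a shared day and a shared batch cannot be told apart. No biological explanation was tested, as the groups give none.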

How the results depend on the processing

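Ribosomal protein scaling, the GC content offset, leaving out both libraries numbered 2 and the reference chromosomes alone were chosen after seeing the data. Genes called both here and under any alternative had the same direction in each. Of 7037 changed genes, 3404 higher and 3633 lower, glmTreat, a stricter question, gave 3738, 1743 and 1995. Higher genes were 1932 with ribosomal protein scaling and 5464 with the GC content offset and replicate block. The replicate block alone gave 9816 changed genes, 4863 higher and 4953 lower, so part of the move to 5464 goes with the block. What caused these moves was not tested. Leaving out each library gave 5100 to 7794 changed, 2624 to 3822 higher, 2476 to 3972 lower and 7 to 12 lists, with fewer libraries in each fit. The 8 called lists became 14 with no filter, 14 with fry, 13 with the GC content offset and replicate block, and 1 with an estimated correlation. Besides the receptor list, the GC content offset with the block called the hypoxia, G2 and M, ribosomal protein and reference gene lists (camera adjusted p from 3.07e-04 to 0.0109). Without both libraries numbered 2 the hypoxia (0.00585) and ribosomal protein lists (0.0460) were called. Small counts of list members that stayed at 4 or fewer moved by up to 3 between alternatives, also with single libraries left out. Beyond the calls named in the report, the replicate block alone changed none. Direction turned in 4 lists that camera with the preset correlation did not call under any alternative, given here as median log2 fold changes beside a camera direction that turned. Over the libraries left out, cholesterol genes ranged from -0.155 to -0.00269, neuronal markers from -0.145 to 0.0520 and mitochondrial genes from -0.0734 to 0.138. Cholesterol genes stood at -0.15 with ribosomal protein scaling and -0.0340 with the GC content offset and replicate block. Neuronal markers stood at 0.0334 with no filter. Kidney tubule markers stood at -0.36 with no filter, and at 0.375 with 1 CPM in 3 libraries, where camera still pointed up. Among the fits without 1 library, the camera direction turned without vehicle 1, vehicle 3, FGF23 2 or FGF23 4 for cholesterol genes, without vehicle 2 for neuronal markers, and without vehicle 2 or FGF23 3 for mitochondrial genes. Medians also changed sign in lists whose camera direction held in the same fits. Hypoxia genes went from 0.198 to -0.00696 without FGF23 2. Inflammatory genes went from 0.0797 to -0.0452 without vehicle 1 and to -0.0288 without FGF23 2. Without vehicle 2 histone genes went from -0.0893 to 0.115 and fibroblast markers from -0.0302 to 0.123. The cause of these changes was not tested. With glmTreat, KIF11 (adjusted p = 0.0543), HSP90AB1 (0.183) and HIST1H2AC (0.0525) no longer passed. Low counts limit the folds of genes near 0 in vehicle, as for SERPINB2 with 4 counts.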

Other observations

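Chosen only after the result was seen were the gene families below, the test of long noncoding RNA against a background of genomic DNA, and those of KL against library scaling and variation between cultures. Among families of genes that share a symbol stem, KLF zinc finger factors rose in 9 of 14 tested members and fell in 1, KLF7, while 2 fell with ribosomal protein scaling, with the replicate block or without both libraries numbered 2. KLF10 rose by 1.49 log2 units and KLF4 by 1.33. Matrix metalloproteinase genes (stem MMP, which includes the antisense gene MMP24OS) rose in 7 of 14 tested members, MMP13 by 2.90 log2 units, and 1 fell with upper quartile factors or without both libraries numbered 2. UTP genes, which act in ribosome assembly, rose in 9 of 10, and in 6 with ribosomal protein scaling. HOXA genes, which pattern the body axis, fell in 8 of 11, HOXA9 by 0.89 log2 units, and in 7 with ribosomal protein scaling or relative log expression factors, and 1 rose with the replicate block or without both libraries numbered 2. Over the 156 families with at least 10 members, camera with the preset correlation called 8: UTP, KLF and MMP (camera adjusted p = 0.00638, 0.0368 and 0.0417), EIF (0.0106), TAF (0.0256), NUP (0.0368), DDX (0.0417) and EXOSC (0.0463). It did not call HOXA (camera adjusted p = 0.0985), and it called 0 with an estimated correlation. Families were not matched on abundance, and all protein-coding genes over a log2 CPM of 7 had a median of 0.171. Whether abundance contributes to calls with small medians, such as NUP (0.185), was not tested.

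Long noncoding RNA genes had a lower median than protein-coding genes, by -0.414 in the fit with the replicate block. Matching on abundance left -0.135 (-0.129 ± 0.0105, SD of the 3 same-numbered pairs), so low abundance goes with most of the gap and was argued against as the whole of it. Matching on GC content left -0.419, which argues against GC content as the whole cause. A lower background of genomic DNA was argued against as the cause: at the upper 95% rate per base of 373 olfactory receptor genes that did not pass the expression filter, losing all of it would change the median long noncoding RNA gene by -0.00459 log2 units, against -0.405 observed. An earlier form of this test, the log2 ratio of those receptors, decided nothing at -0.17 (95% counting interval -0.493 to 0.153). Over all 376 receptors the mean of the pairs was 0.628 ± 0.476 (SD, n = 3 pairs). OR51E2 held 76.8% of the counts of all receptors, and its part in that value was not tested.

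KL counts were higher with FGF23. Library scaling was argued against as the cause, since the lowest log2 fold change over 6 scalings was 0.751. The 10 tested genes within 1 Mb of native KL had a median of 0.0287, which argues against a shared change of the native region. Single neighbours went both ways, such as FRY (-0.916) and RFC3 (0.465). These neighbours say nothing of counts from the introduced KL. The KL share of counts did not overlap between the groups (two-sided exact permutation p = 0.0286, the smallest that 35 splits allow), and with the replicate block KL rose by 0.85 log2 units (edgeR adjusted p = 5.43e-08), but variation between cultures unrelated to treatment stays open because the labels do not say that libraries of a group came from separate cultures. Another candidate explanation is a response of the introduced KL construct or of its RNA to FGF23, which was not tested because introduced and native reads share 1 record.

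The rise of 19 of 25 ATF4 list members led to the hypothesis of an ATF4-like induction that includes cytosolic aminoacyl-tRNA synthetases. Their median log2 fold change was 0.409, with 12 of 19 higher, against -0.02 for 15 mitochondrial synthetases, of which 3 rose and 1 fell. This is in line with the hypothesis, although the camera p of the cytosolic set was 4.50e-04 with the preset correlation and 0.315 with an estimated correlation. The decreases of SESN1 and BMF led to the hypothesis of a lower output of FOXO factors. Of 23 other FOXO targets 5 rose and 9 fell, and their median was -0.0898 with an error of 0.217, so the test decided nothing.

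Chance as a source of the gene counts was argued against over all 35 splits, which do not keep same-numbered libraries paired. Of the 35 splits of the 7 libraries into 3 and 4, 1 gave as many changed genes, the real split with 7037, and the highest of the others gave 188. Every other split mixes vehicle and FGF23 libraries within a group, so a treatment effect adds to the spread there. For the gene counts only the rank of the real split can therefore be read, not the size of the gap. For higher genes 1 split reached 3404 (highest other 78), and for lower genes 1 reached 3633 (highest other 110). For the number of called lists this count does not exclude chance: 24 of the 35 splits called 8 or more, and the highest of the others called 15. It does not show chance either, because the other splits also hold unequal shares of FGF23 libraries, and the immediate early list was called in 27 of the 35. Among the 8 splits that part all 3 same-numbered pairs the highest other was 11 lists and 0 changed genes. These 8 splits are too few for an exact permutation p under 0.05, so with the pairs kept chance is not excluded. Variation between cultures unrelated to treatment stays open, because the labels do not say that libraries of a group came from separate cultures. The immediate early and ERK feedback lists had their smallest camera p in the real split. For the other called lists several splits, the real one among them, had a camera p as small. These were 4 splits for interferon stimulated genes, 4 for actin genes and 7 for the ATF4 list. They were 9 for ribosome biogenesis, 11 for G1 to S and 19 for heat shock genes.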
